A study of Drosophila melanogaster with 6 samples.

How the data were processed

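Single-cell RNA-seq was measured in 6 libraries from dissociated Drosophila melanogaster brains. Per the labels, 3 libraries came from control flies (elav-GAL4(x)/+) and 3 from flies with the tau P251L knock-in, and each library pooled the brains of 20 males and 20 females. Per the labels, the tissue was digested for 30 minutes with 0.05% trypsin, filtered through a 10 µm strainer and made into droplet libraries with a 10x Genomics Chromium kit for the end of the transcript. Library preparation dates, sequencing runs, fly age and the construction of the knock-in are not stated in the labels.

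The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode, written by Cell Ranger 4 per the file headers, with 1 matrix per library and no normalization. The values are whole numbers, and the barcodes were not filtered to cells. The authors state no genome build, annotation release or cell filter for these files, and whether reads were counted by strand is not stated. All 6 matrices list the same 22064 features, of which 5571 are transposable element insertions and their like by identifier. Positions were taken from an Ensembl annotation of the BDGP6 assembly by identifier, which held 22016 of the features. Insertions that belong to families with many near-identical copies can share reads, so the value of a single insertion is uncertain.

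A barcode was called a cell when it held at least 500 UMIs, or 0.1 of the 99th percentile of the 10000 deepest barcodes of its library where that was higher. The resulting minimum was 580, 1865 and 753 UMIs in control replicates 1 to 3, and 1628, 1086 and 1164 UMIs in knock-in replicates 1 to 3. Cells with over 20% of UMIs from mitochondrial genes were left out, which was 4.50%, 0.623% and 5.47% of called barcodes in the controls and 0.909%, 0.714% and 8.05% in the knock-in libraries. Doublet scores in the manner of Scrublet were computed, and the highest-scoring 0.8% per 1000 called cells were removed. That share was 6.78%, 13.2% and 5.29% in the controls and 17.0%, 22.8% and 5.89% in the knock-in libraries. The filters kept 73385 cells.

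Counts were scaled to 10000 per cell and log transformed, and the 2000 most variable genes were centred within each library. Cells were grouped by Leiden clustering at resolution 1 on 15 nearest neighbours in 40 principal components, with leidenalg 0.10.2 and igraph 0.11.9, and cells of clusters with a raised score for a non-neuronal marker list were clustered again by themselves, which gave 71 clusters. Clusters were named from fixed marker lists for neurons, glia, astrocyte-like, ensheathing, cortex and surface glia, Kenyon cells, photoreceptors, monoaminergic neurons, hemocytes, fat body and muscle. A name other than neuron needed a median log2 fold of its markers of at least 2 against all other cells, with at least 3 markers raised 1.5-fold, and glia names also a rise of repo. A non-neuronal name also needed a neuron score of -1 or less. Where several names qualified, the highest score decided, except that a name was withheld when the 10 genes most raised in the cluster held more markers of another list than of its own. A cluster of 953 cells met the scores for Kenyon cells but was left among other neuron-like cells by this condition, since DAT, a monoaminergic marker, was among those 10 genes and no Kenyon marker was. These conditions and the thresholds for naming were set after the clusters' marker scores had been seen, without reference to the groups. The names end in "-like" because they rest on markers alone. Kenyon-like, photoreceptor-like and monoaminergic-like cells were counted among neuron-like cells. Class names were not checked against any outside atlas.

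The library, a pool of brains, was the replicate, and cells were not. UMIs were summed per library over all called cells, over neuron-like cells, over glia-like cells and over each named class with at least 30 cells in every library. Only Kenyon-like cells met that minimum among the smaller classes. The sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr with the group) and R 4.3.3, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. The group was the only term. CPM values are counts scaled to a common library size with TMM factors, and log2 fold changes and standard errors come from the edgeR fit. The difference between the effects in neuron-like and glia-like cells was tested as an interaction with the library as a block. A set of 10 gene families, fixed by symbol, was tested with camera at a preset correlation of 0.01 and with fry, in limma 3.58.1, with adjustment over families and classes. Shares of cells and depth per cell were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 libraries is 0.1.

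Genes are named in the text by a rule. For all called, neuron-like and glia-like cells and the interaction it takes the 5 largest increases and 5 largest decreases among genes past the threshold, with a mean of at least 10 CPM in the higher group and no overlap between the groups' values. For Kenyon-like cells it takes 2 in each direction. The genes tau, elav, w, lncRNA:roX1, lncRNA:roX2 and Yp1 are always given, as the edited gene, the driver locus, the eye colour gene, and genes of higher expression in males or females. The tests, this rule, the marker lists, the gene families and every alternative except the division by depth and the Kenyon-like class by scores alone were chosen before the data were examined.

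Alternatives were DESeq2 size factors in place of TMM, a filter on all-zero genes alone, DESeq2 1.42.0 (Wald test), the replicate number as a block, and leaving out each library in turn. For the cells, they were a fixed minimum of 1000 UMIs, a test of barcodes of at least 300 UMIs against nearly empty droplets, at most 10% mitochondrial UMIs, doublets kept, doubled clustering resolution, clustering without centring, and sums thinned to the smallest library. A further alternative left out genes for which free RNA, as measured in nearly empty droplets of 50 UMIs or more and under 300 UMIs, may supply over 25% of the counts of a class. For the interaction, limma voom with duplicateCorrelation was the other test. An additional block of deep libraries (control replicate 2, knock-in replicates 1 and 2) against shallow libraries was chosen after the library totals had been seen. In the interaction it was a depth term of its own for glia-like cells. Kenyon-like cells were also taken from marker scores alone, which adds the cluster of 953 cells, an alternative chosen after the results had been seen.

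The edgeR test was also tested on simulated data with 200 genes changed, drawn at the depth and spread of each comparison. It recovered 75.8% of 4-fold and 19.2% of 2-fold changes in all called cells, and 79% and 34.3% in neuron-like cells. In glia-like cells it recovered 53.1% of 4-fold and 8.79% of 2-fold changes, and in Kenyon-like cells 92.9% and 48.5%. False calls were 6.93%, 5.83%, 1.67% and 2.82% of calls in these 4 comparisons. Simulated genes were drawn independently and without effects of single libraries, so these shares do not cover false calls from libraries that stand apart. In the real data, control replicate 1 and knock-in replicates 1 and 2 against the rest gave 244 calls in glia-like cells. No pair of libraries matched within sampling noise: a chi-square per degree of freedom of 29.0 to 205 between libraries argued against duplicated libraries.

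A single count in a library stood for 0.0177 to 0.0872 CPM over all called cells, and a count of 0 allows up to 3 counts. Where a gene had no count in a whole group, fold changes were taken against a floor of 3 counts over the group. Intervals and floors cover counting error only. Intronic and exonic reads, allele-specific counts, the edited codon and splicing are not analysed here, since the matrices give 1 count per gene. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.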

Results

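Gene expression in single cells was measured in brains of flies with the tau P251L knock-in and of control flies with the elav-GAL4 driver transgene, with 3 libraries per genotype. The knock-in carries an amino acid change in tau, the fly gene of the microtubule-associated protein Tau. The comparison addresses which transcripts and cell classes differ between the genotypes. Depth was uneven within both groups. The controls held 22026339, 103683860 and 26732897 UMIs (replicates 1 to 3), and the knock-in libraries held 114599045, 95770658 and 37984526 UMIs, a ratio of 5.20 between the deepest and the shallowest. After filtering, 7549, 14259 and 5924 control cells and 17467, 21816 and 6370 knock-in cells remained.

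The median count per cell was 1995 ± 959 UMIs in the control libraries and 2248 ± 531 UMIs in the knock-in libraries (SD, n = 3 each), a difference within the spread between libraries (two-sided exact permutation p = 0.8). The median number of genes per cell was 948 ± 307 and 1004 ± 178 (exact permutation p = 0.9, n = 3 each). A fixed minimum of 1000 UMIs per cell moved this difference most, from 56 genes more in the knock-in to -12.8. At an equal depth of 500 UMIs per cell, 350.3 ± 6.03 genes were detected in controls and 337 ± 8.62 in the knock-in (exact permutation p = 0.2, n = 3 each). With 3 libraries against 3, the smallest p these permutations can give is 0.1.

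Expression of tau itself (FBgn0266579, chromosome arm 3R, 27639886 to 27656996) was read first. In neuron-like cells it was 249.5, 269 and 291 CPM in the controls and 308, 339 and 70.9 CPM in knock-in replicates 1 to 3, from 1360 UMIs or more per library. The group means were 269.6 ± 20.7 and 239 ± 146 CPM (SD, n = 3 each), and the log2 fold change of -0.17 (SE 0.48) did not pass the threshold in edgeR (adjusted p = 0.903). Knock-in replicate 3 decided the sign: without it the log2 fold change was 0.25 in neuron-like cells, and with deep and shallow libraries as a block it was -0.83. The value was -0.14 in all called cells, 0.05 in glia-like cells and -0.51 in Kenyon-like cells, none past the threshold. Without knock-in replicate 3 it was 0.29 in all called cells, 0.58 in glia-like cells and -0.08 in Kenyon-like cells. In glia-like cells the sign also changed when control replicate 2 (-0.04), control replicate 3 (-0.14), knock-in replicate 1 (-0.19) or knock-in replicate 2 (-0.35) was left out.

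**Figure D1:**
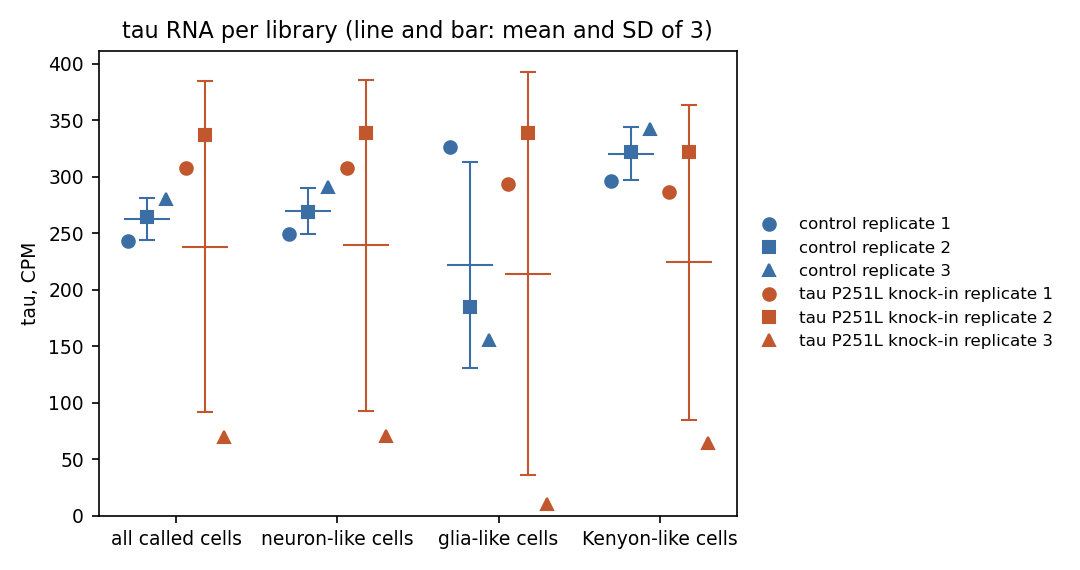
Expression of tau in all called, neuron-like, glia-like and Kenyon-like cells, in TMM-scaled CPM (vertical axis) for each of the 6 libraries, with the mean and SD of each group (n = 3). In neuron-like cells knock-in replicate 3 lies at 70.9 CPM and the other 5 libraries between 249.5 and 339 CPM, and it is the lowest library in the other classes too.

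The 73385 cells fell into 71 clusters. Markers named 52 of them other neuron-like, 2 Kenyon-like, 1 photoreceptor-like, 1 monoaminergic-like, 1 astrocyte-like, 3 cortex-like, 1 surface-like, 1 other glia-like and 2 fat body-like, and left 7 unnamed. Genes that led a class included ple, Vmat and DAT in the monoaminergic-like cluster, Gat and alrm in the astrocyte-like cluster, and Rh2, Arr2 and ninaE in the photoreceptor-like cluster. A further cluster of 953 cells met the scores for Kenyon cells and stayed among other neuron-like cells because DAT was among its 10 most raised genes. No cluster was named ensheathing-, hemocyte- or muscle-like. Neuron-like cells were 70720 of all cells. Glia-like cells were 563, with as few as 29 in a library, so differences in this class had the least depth behind them.

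No class share passed a test between genotypes, but the exact permutation tests could not pass, since their smallest p is 0.1. The neuron-like, glia-like, Kenyon-like, other glia-like and fat body-like shares reached that p, with groups that did not overlap. Neuron-like cells made up 95.6 ± 0.385% of control and 97.2 ± 1.06% of knock-in cells (two-sided exact permutation p = 0.1, adjusted p = 0.22 over 11 shares, n = 3 each). Glia-like cells made up 0.943 ± 0.206% and 0.638 ± 0.167% (exact permutation p = 0.1, n = 3 each), and Kenyon-like cells 5.77 ± 0.703% and 6.92 ± 0.471% (exact permutation p = 0.1, n = 3 each). The Kenyon-like difference of 1.15 percentage points was 0.198 with a fixed minimum of 1000 UMIs (exact permutation p = 1), 0.762 without control replicate 3 and 1.33 with the class taken from marker scores alone (5731 cells). The neuron-like difference was 0.990 without knock-in replicate 3 and 3.41 with the test against nearly empty droplets. The glia-like difference of -0.306 was -0.187 without control replicate 3, -0.195 with the fixed minimum and -0.657 with the test against nearly empty droplets. Fat body-like cells fell from 0.737 ± 0.396% to 0.148 ± 0.086% (exact permutation p = 0.1, n = 3 each). In edgeR on numbers of cells, this class fell by 2.28 on the log2 scale (adjusted p = 0.0577), the nearest to the threshold of the classes tested that way. The test against nearly empty droplets moved the photoreceptor-like difference most, from -0.00710 to -2.81 percentage points, and the fat body-like difference from -0.589 to -2.39. Without control replicate 1 the latter was -0.374. For the photoreceptor-like, monoaminergic-like, astrocyte-like, cortex-like, surface-like and unnamed classes, the exact permutation p lay between 0.2 and 1, and for the other glia-like class it was 0.1.

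Over all called cells, 23 of 10477 features tested passed the threshold in edgeR, 9 higher and 14 lower in the knock-in. The number at an unadjusted p under 0.05 was 1214, against 523.85 expected by chance. The groups' values did not overlap for 1878 features (17.9%, against 10% by chance). DESeq2 moved the count most, to 336. Leaving out control replicates 1, 2 and 3 gave 5, 5 and 3 calls, leaving out knock-in replicates 1 and 2 gave 2 and 1, and leaving out knock-in replicate 3 gave 46, of which 18 were among the 23.

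The largest decrease over all called cells was in mthl8 (FBgn0052475, arm 3L, 22428 to 26308), with 27.0 ± 2.07 CPM in controls and no UMI in any knock-in library (SD, n = 3 each). Against a floor of 3 counts over the group it was at least 1059-fold lower in edgeR's table (adjusted p = 0.00233). The antisense RNA asRNA:CR45600 (arm 3R, 15136985 to 15140121) fell by 6.45 on the log2 scale, and CG6912 (15135138 to 15137004 on the same arm) fell by 5.82. The 2 overlap, and whether reads were counted by strand is not known. The insertions FBti0019625 and FBti0020112 fell by 3.85 and 2.80. The largest increase was in CG15547 (FBgn0039809, arm 3R, 30881792 to 30883503), from 1.31 ± 0.295 to 12.9 ± 1.38 CPM (log2 fold change 3.26, SE 0.25, adjusted p = 0.00919 in edgeR, n = 3 each). It was followed by escl (2.31), 5-HT1B (1.34), CG30428 (1.24) and fipi (0.86). For each of these features the values of the 3 knock-in libraries did not overlap those of the 3 controls. Of 16 alternatives, mthl8 passed all. CG6912 lost its call without knock-in replicate 2 (-5.78, adjusted p = 0.0767), and asRNA:CR45600 without knock-in replicates 1 (-6.11) and 2 (-6.16). CG15547 lost its call without control replicate 3 (3.17) and knock-in replicates 1 (3.35) and 2 (3.20). CG30428 lost its call in 7 alternatives, 5-HT1B, escl, FBti0019625 and FBti0020112 in 8 each, and fipi in 9, with adjusted p up to 0.256 and no change of direction.

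In neuron-like cells, 36 of 10221 features passed the threshold in edgeR, 16 higher and 20 lower in the knock-in, among them all 23 of the calls over all cells. At an unadjusted p under 0.05 there were 963 features, against 511.05 expected, and 1612 (15.8%) had groups that did not overlap, against 10% by chance. DESeq2 called 195. Leaving out control replicates 1, 2 and 3 gave 11, 6 and 8 calls, and leaving out knock-in replicates 1, 2 and 3 gave 6, 15 and 104, with 35 of the 36 among the 104. Of the 36 calls, 17 (47.2%) were transposable element insertions, which were 10.6% of the features tested. Of these insertions, 8 were higher and 9 lower in the knock-in.

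In neuron-like cells, mthl8 fell from 27.9 ± 2.16 CPM to no UMI, from 2095 UMIs in the controls (at least 1067-fold lower against 3 counts over the group, adjusted p = 0.000483 in edgeR, n = 3 each). The overlapping asRNA:CR45600 and CG6912 had log2 fold changes of -6.53 (SE 0.42, adjusted p = 0.00122) and -5.99 (SE 0.35, adjusted p = 0.000891). CG15547 rose by 3.27 on the log2 scale (SE 0.27, adjusted p = 0.00539). These 4 kept their call in every alternative run for them. The insertions FBti0063565 (3.58, adjusted p = 0.0185) and FBti0059693 (3.23, adjusted p = 0.0409) and the genes escl (2.32, adjusted p = 0.0185) and pre-lola-G (2.09, adjusted p = 0.0290) were higher. The insertions FBti0019625 (-3.88, adjusted p = 0.0205) and FBti0020112 (-2.88, adjusted p = 0.0203) were lower. These 6 lost their call in between 3 and 8 alternatives each, most of them fits without 1 library. All 6 lost it without control replicate 3 and without knock-in replicate 1. The largest adjusted p was 0.279, for FBti0059693 without control replicate 2.

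**Figure D2:**
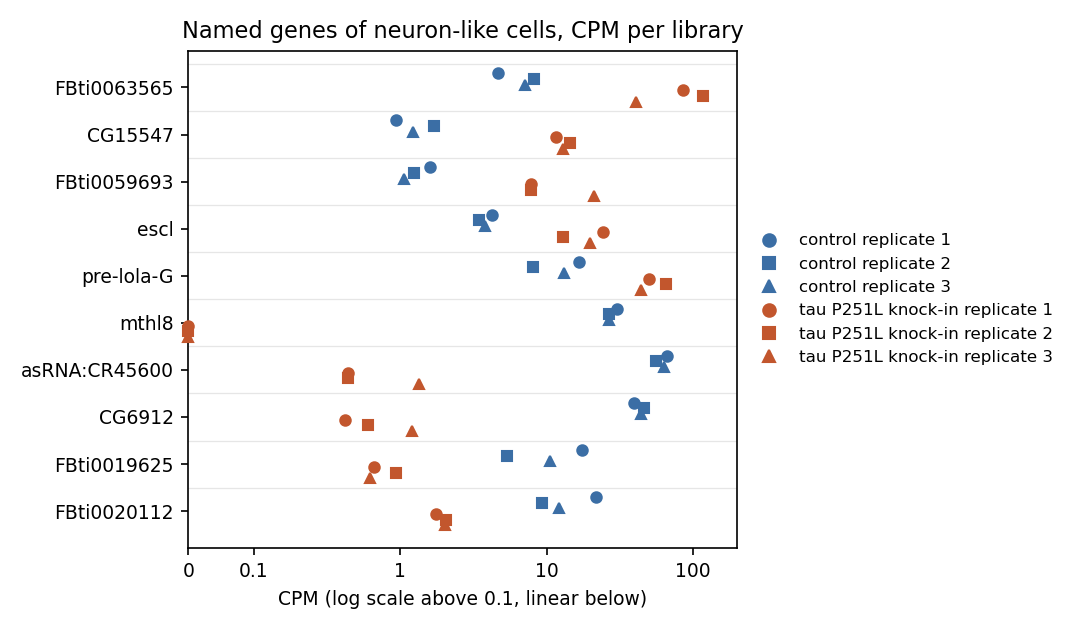
Expression of the 10 genes and insertions named for neuron-like cells, in TMM-scaled CPM on an axis that is logarithmic above 0.1 and linear below, for each of the 6 libraries. The values of the 3 knock-in libraries lie apart from those of the 3 controls for every feature, and mthl8 has no UMI in the knock-in libraries.

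In glia-like cells, 0 of 3071 features passed the threshold in edgeR, with 233 at an unadjusted p under 0.05 against 153.55 expected. DESeq2 called 15 of the same features. The groups did not overlap for 447 features (14.6%, against 10% by chance). The most moving alternative left out all-zero genes alone and gave 137 calls. Leaving out knock-in replicate 3 gave 6 calls, and leaving out each of the other libraries gave 0. On simulated data of this depth, 53.1% of 4-fold changes were recovered. The upper bound on free RNA lay between 18.2% and 83.3% of the UMIs of glia-like cells, depending on the library.

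In Kenyon-like cells, the neurons of the mushroom body by their markers, 17 of 6746 features passed the threshold in edgeR, 6 higher and 11 lower. At an unadjusted p under 0.05 there were 560, against 337.3 expected, and 1060 (15.7%) had groups that did not overlap, against 10% by chance. Of the 17, 9 were also called in neuron-like cells. The most moving alternative left out all-zero genes alone and gave 299 calls. DESeq2 called 56. With the class taken from marker scores alone there were 27 calls, with 16 of the 17 among them. Leaving out control replicates 1, 2 and 3 gave 3, 5 and 3 calls, and leaving out knock-in replicates 1, 2 and 3 gave 4, 13 and 74. The insertions FBti0059693 (log2 fold change 4.26, adjusted p = 0.0168) and FBti0063565 (3.95, adjusted p = 0.0267) had the largest increases. The largest decreases were in mthl8 (29.9 ± 4.42 CPM to no UMI, at least 106-fold lower, adjusted p = 0.00362) and asRNA:CR45600 (-7.33, adjusted p = 0.00362). The 2 decreases kept their call in all 13 alternatives, and each insertion lost its call in 4 fits, those without control replicate 1, 2 or 3 or knock-in replicate 1 (adjusted p up to 0.195). Without knock-in replicate 3, which held 5 UMIs of asRNA:CR45600 against 0 in the other knock-in libraries, the fitted decrease of that RNA was larger.

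The test of whether the genotype effect differed between neuron-like and glia-like cells called 1 of 9002 genes in edgeR, with 380 at an unadjusted p under 0.05 against 450.1 expected. It was CG8321 (FBgn0033677, arm 2R, 12033946 to 12036260). In glia-like cells CG8321 fell from 519 ± 31.3 to 40.7 ± 19.5 CPM (log2 fold change -3.76, SE 0.40, adjusted p = 0.0501 within that class, n = 3 each), and in neuron-like cells it was 48.0 ± 1.13 and 42.9 ± 5.10 CPM (-0.16, adjusted p = 0.675), each scaled within its class. Within glia-like cells it passed the threshold with DESeq2 size factors (adjusted p = 0.0453) and without knock-in replicate 3 (-4.01, adjusted p = 0.0173), among other alternatives, and its adjusted p rose to 0.387 without knock-in replicate 1. The difference between the classes was -3.67 (SE 0.46, adjusted p = 0.000997). It kept its call in all 10 alternatives, with values between -3.84 and -3.39 and adjusted p up to 0.0102. The number of calls itself rose to 123 without knock-in replicate 3, to 14, 9 and 17 without control replicates 1, 2 and 3, to 2 and 15 without knock-in replicates 1 and 2, and to 19 with a term for depth. All these fits included CG8321.

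**Figure D3:**
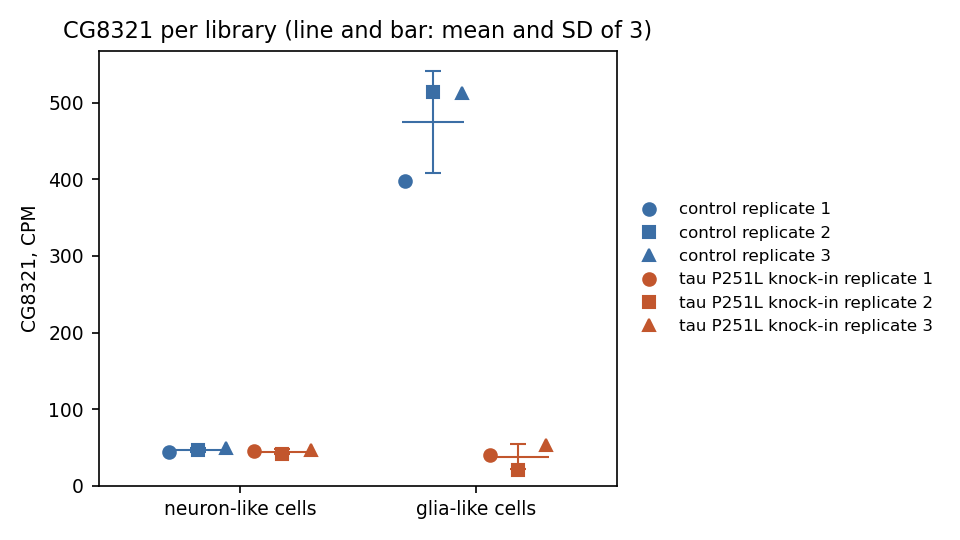
Expression of CG8321 in neuron-like and glia-like cells of each library, in CPM with TMM scaling over both classes together as in the test of their difference, with the mean and SD of each group (n = 3). In glia-like cells the controls lie between 398 and 514 CPM and the knock-in libraries between 20.4 and 53.2 CPM, while in neuron-like cells all 6 libraries lie between 40.8 and 49.3 CPM.

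Of the genes fixed in advance, elav, w, lncRNA:roX1, lncRNA:roX2 and Yp1 did not pass the threshold in any of the 4 classes or the interaction. With only all-zero genes left out, Yp1 passed it in glia-like cells (-1.73, adjusted p = 0.0213) and Kenyon-like cells (-1.54, adjusted p = 2.21e-13), the only alternative in which one of these genes did. The groups overlapped in both classes, in Kenyon-like cells with 77.5 CPM in control replicate 3 and 137 CPM in knock-in replicate 2. The main edgeR fit gave Yp1 there an unadjusted p of 0.126 at -1.50, so the small adjusted p came with the changed filter and not with a larger effect. In neuron-like cells the log2 fold changes of elav, w, lncRNA:roX1, lncRNA:roX2 and Yp1 were 0.21, -0.01, -0.12, -0.03 and -1.87, with w at 0.0028 when sums were thinned to the smallest library. Over all called cells Yp1, which is expressed in the fat body of females, fell by 3.49 (unadjusted p = 0.0443, adjusted p = 0.417). Without 1 library this value lay between -4.46 (without knock-in replicate 2) and -2.18 (without control replicate 1, adjusted p = 0.846), and in neuron-like cells between -3.01 (without knock-in replicate 2) and -1.33 (without knock-in replicate 3). Together with tau, 0 of the 6 genes passed when adjusted over the list alone in any class, and 0 over all genes tested. At an unadjusted p under 0.05 there was Yp1 over all called cells and elav in glia-like cells (log2 fold change 0.91).

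Gene families were compared to find shifts spread over many genes. With camera, 19 of 29 tests of 10 families in 3 classes passed the threshold, 7 up and 12 down. None held under fry (smallest adjusted p = 0.0772, the proteasome in glia-like cells) or with an estimated correlation, and these were the alternatives that moved the count most. No member of any family passed the threshold alone. Mitochondrially encoded genes were higher, with a mean log2 fold change of 0.62 in all called cells, 0.61 in neuron-like and 0.47 in glia-like cells. Proteasome genes were lower, with means of -0.23, -0.22 and -0.89, as were cytosolic ribosomal proteins (-0.14, -0.11 and -0.40) and nuclear oxidative phosphorylation genes (-0.22, -0.24 and -0.44). Synaptic vesicle release genes were higher (0.14, 0.11 and 0.38). Members such as nSyb, Syt1, brp, cac and Syn are also on the list of neuron markers. Free RNA from neurons was therefore not excluded as a source of their counts in glia-like cells. Antimicrobial peptides were lower in all called cells (-1.20) and neuron-like cells (-1.36), glutathione S-transferases in glia-like cells (-0.47), and activity and early stress genes were higher in neuron-like cells (0.26). Free RNA was not excluded as a source of the antimicrobial peptide counts in neuron-like cells. There Yp1, a fat body marker open to free RNA, was at 222 ± 125 CPM in controls and 60.6 ± 63.0 CPM in the knock-in, with overlapping groups.

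Single libraries decided part of these values. Without knock-in replicate 1, the mean of the mitochondrially encoded genes was 1.02 in all called, 1.01 in neuron-like and 0.93 in glia-like cells, and without knock-in replicate 2 it was 0.40 and 0.37 in the first 2 classes. Without knock-in replicate 3 it was 0.02 in glia-like cells and lost its call. Without knock-in replicate 2, the nuclear oxidative phosphorylation genes had means of -0.03, -0.06 and -0.20, with camera's direction turned in all called cells and the call lost in neuron-like cells. Without control replicate 2 their means were -0.11, -0.13 and -0.24, with the call lost in all called cells. The proteasome genes averaged -0.11 in all called and in neuron-like cells without knock-in replicate 2, and -0.37 and -0.35 without knock-in replicate 1. Cytosolic ribosomal proteins averaged -0.05, -0.03 and -0.16 without knock-in replicate 2, with the call lost in neuron-like cells. In neuron-like cells they averaged -0.07 without control replicate 1 and -0.16 without control replicate 3 or knock-in replicate 3, and in glia-like cells -0.61 without control replicate 1 and -0.72 without knock-in replicate 3. Without control replicate 1, synaptic vesicle release genes averaged 0.07 in all called cells and 0.03 in neuron-like cells, where the call was lost, as it was without knock-in replicate 3 (0.10). Without control replicate 2 they averaged 0.18 in neuron-like and 0.94 in glia-like cells. The call in glia-like cells was lost without control replicate 3 (-0.03) and without knock-in replicate 2 (0.23). Antimicrobial peptides in all called cells lost their call without knock-in replicate 2 (-1.37) and averaged -2.08 without control replicate 3, -1.95 without knock-in replicate 1 and -1.83 without knock-in replicate 3. Glutathione S-transferases in glia-like cells lost their call without control replicate 1 (-0.45), and activity and early stress genes in neuron-like cells without control replicates 2 (0.23) and 3 (0.23) and knock-in replicate 3 (0.14). The mean, the median and camera's direction had the same sign in all 29 tests. DESeq2 size factors moved the median log2 fold change of all genes from -0.01 to 0.0088 in all called cells and from 0.0013 to 0.01 in neuron-like cells.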

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

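The tests of free RNA and of genetic background for CG8321, and the block of deep and shallow libraries, were chosen after the result was seen.

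The effect of the genotype on CG8321 differed between glia-like and neuron-like cells by -3.67 on the log2 scale, as tested by an interaction term. It drew attention because this test of a difference between cell classes passed its threshold for this gene alone. CG8321 is the only call of that test, and 2 of the 10 splits of the 6 libraries gave at least 1 call, so the splits by themselves cannot exclude chance for the number of calls. They do not test the gene itself, for which edgeR gave an adjusted p of 0.000997, with 8.37e-08 to 0.0102 in the 10 alternatives. The other split set control replicate 1 and knock-in replicates 1 and 2 against the rest and gave 237 calls in the interaction and 244 in glia-like cells, and it does not follow the division into deep and shallow libraries.

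A shift in the mix of glia-like cell types is argued against: with the mix of glia-like clusters held at that of the controls, the difference in glia-like cells was -3.47, against -3.91 pooled, and in the 3 glia-like clusters with most of its counts CG8321 had 115, 67 and 215 UMIs in the controls and 11, 5 and 6 in the knock-in. In a further cluster it fell from 421.5 to 10.4 CPM, from 5 UMIs of 11862 in the controls and 1 of 96285 in the knock-in. In the other 2 clusters it was also lower, at 41.3 and 30.0 CPM (2 of 48465 and 7 of 233501 UMIs) and at 137 CPM and no UMI (4 of 29245 and 0 of 30412 UMIs), from counts too few to tell. Free RNA from other cells is argued against as the source of the level in controls, since the highest CPM of the gene in nearly empty droplets of a control library was 75.4, far under the 519 CPM of glia-like control cells. Sequencing depth is argued against too: with deep and shallow libraries as a block, the log2 fold change in glia-like cells was -3.67 (unadjusted p = 5.85e-05, adjusted p = 0.18, against 1.71e-10 to 0.387 over the alternatives there). With a depth term in the interaction, the difference between the classes was -3.63 (adjusted p = 4.68e-07). The remaining 40.7 CPM in knock-in glia-like cells is close to the level in neuron-like cells, and free RNA may supply part of it, in which case the fall was larger than measured. A genetic background that differs between the stocks stays open: there were 0 other calls of the neuron-like comparison within 200 kb of the gene, but 1 gene is too few to tell a stock difference by its neighbours. A response of glia to the knock-in is a biological explanation that the design names, and it was not told apart from such a background.

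The nearly empty droplets, barcodes too shallow to be cells, gave 12 calls between the genotypes of 8306 features tested, 1 higher and 11 lower in the knock-in. They drew attention because they are data outside the main comparisons and should hold only free RNA. Of the 10 splits of the libraries, 1 (the real split) gave as many, and the others gave 0 calls. Since 10 splits cannot give a share under 0.05, the splits by themselves cannot exclude chance for this count. Of the 12, 11 were tested in neuron-like cells and all 11 had the same direction there, of which 5 were also called. Of the 28 calls in neuron-like cells that could be tested in nearly empty droplets, 27 had the same direction. This is consistent with free RNA of the same cells as the source, in which case the droplets carry no separate signal. No further technical explanation was tested for these droplets.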

How the results depend on the processing

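The block of deep and shallow libraries and the Kenyon-like class by marker scores alone were chosen after the result was seen, and all other alternatives were planned. The labels do not say that replicate numbers mark shared batches. In all called, neuron-like and glia-like cells, the correlations of fold changes between same-number differences were -0.255 to 0.454. Pairing by number was therefore neither shown nor excluded there. Kenyon-like cells were not examined for pairing.

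The named genes past the threshold kept their direction in all 408 combinations of a gene, class and alternative. They kept their call in 315 and lost it in 93, of which 73 left out 1 library. mthl8 kept its call throughout, as did asRNA:CR45600 in neuron-like and Kenyon-like cells, CG15547 and CG6912 in neuron-like cells and CG8321 in the interaction. The named genes short of the threshold stayed short of it in the same direction in 322 of 407 combinations, passed it in 10 and reversed in 75. For gene families the direction counted was that of the test and not of the mean. Those past the threshold kept call and direction in 119 of 171 combinations, lost the call in 51 and reversed in 1. Those short of it stayed so in 63 of 90, passed in the same direction in 13 and reversed in 14. Of those reversed, the heat shock proteins also passed in 2, without knock-in replicate 1, in all called cells (0.029, adjusted p = 0.0431) and glia-like cells (0.60, adjusted p = 0.0497). They passed in the opposite direction without knock-in replicate 3 in these classes (-0.61, adjusted p = 0.0236, and -1.04, adjusted p = 0.00115), so single libraries decided their direction. Shares of cells kept their direction in 109 of 118 and tau in 55 of 66. The cause of each change below was not tested, except that fits without a library hold fewer samples.

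Apart from fits without 1 library, the filter or the test moved each count of changed genes most. With only all-zero genes left out there were 53 calls in all called cells, 100 in neuron-like, 137 in glia-like and 299 in Kenyon-like cells and 35 in the interaction. More genes were tested, but edgeR's unadjusted p also fell for some of the same genes at nearly unchanged fold changes. For Yp1 in Kenyon-like cells it went from 0.126 (log2 fold change -1.50) to 4.78e-16 (-1.54). For CG8321 in glia-like cells it went from 1.63e-05 to 4.88e-14. These counts therefore do not come from more genes tested alone. The DESeq2 Wald test gave 336, 195, 15 and 56 in the 4 classes. The test against nearly empty droplets gave 49 in all called and 6 in glia-like cells. Thinned sums gave 14 in all called cells, from fewer counts. Deep and shallow libraries as a block gave 8, of which 7 were among the 23. In glia-like cells, DESeq2 size factors, double resolution and clustering without centring gave 1 call each and doublets kept gave 4. Genes open to free RNA left out gave 41 in Kenyon-like cells, and the class by marker scores alone gave 27, of which 16 were among the 17. In the interaction limma voom gave 2 and the depth term 19, CG8321 among them. Fry and the estimated correlation gave 0 of the 19 gene family calls.

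Without 1 library, the calls ranged from 1 to 46 in all called cells, 6 to 104 in neuron-like cells, 0 to 6 in glia-like cells, 3 to 74 in Kenyon-like cells and 2 to 123 in the interaction, each highest without knock-in replicate 3. The log2 fold change of tau ranged from -0.46 to 0.29 in all called cells, -0.51 to 0.25 in neuron-like cells and -0.35 to 0.58 in glia-like cells. For w the range was -0.46 to 0.36, -0.48 to 0.34 and -0.99 to 0.44 in these classes and -0.53 to 0.39 in Kenyon-like cells. For roX1 it was -0.33 to 0.18, -0.36 to 0.15, -0.32 to 0.39 and -0.30 to 0.16, and for roX2 -0.31 to 0.15, -0.34 to 0.14, -0.35 to 0.19 and -0.50 to 0.44, in the same order of classes. In the interaction, tau ranged from -0.40 to 0.53, w from -0.42 to 0.58, roX1 from -0.49 to 0.47, roX2 from -0.55 to 0.21 and Yp1 from -0.30 to 0.54. Yp1 ranged from -4.46 to -2.18 in all called and from -3.01 to -1.33 in neuron-like cells.

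Among gene families without 1 library, the mean log2 fold change ranged in all called cells from -0.31 to -0.032 for nuclear oxidative phosphorylation, -0.15 to 0.034 for glycolysis and -0.73 to 0.029 for heat shock proteins. In neuron-like cells it ranged from -0.15 to 0.047 for glycolysis, -0.73 to 0.0080 for heat shock proteins and -0.29 to -0.13 for glutathione S-transferases. In glia-like cells it ranged from -1.04 to 0.60 for heat shock proteins and -0.57 to 0.56 for activity and early stress genes. For synaptic vesicle release it ranged there from -0.03 to 0.94, and the negative mean was counted as a lost call. Where the mean kept its sign, for nuclear oxidative phosphorylation and glutathione S-transferases, the direction of camera's test turned. Without 1 library, the difference in the photoreceptor-like share ranged from -0.0197 to 0.00645 percentage points and that of the monoaminergic-like share from -0.0749 to 0.0580. The photoreceptor-like difference moved far more with the test against nearly empty droplets (-2.81) and the fixed minimum of 1000 UMIs (-0.318).

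In all called cells, the roX2 value near 0 changed sign with DESeq2 size factors (0.012), only all-zero genes left out (0.017), the DESeq2 Wald test (0.012), a fixed minimum of 1000 UMIs (0.043), the test against nearly empty droplets (0.014) and thinned sums (0.0020). In neuron-like cells, w changed sign with the test against nearly empty droplets (0.0099), at most 10% mitochondrial UMIs (0.010), thinned sums (0.0028) and the depth block (0.14), and roX2 with the fixed minimum (0.039) and the test against nearly empty droplets (0.015).

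In glia-like cells, the least deep class, tau changed sign with thinned sums (-0.041), double resolution (-0.092), no centring (-0.036) and the depth block (-0.84). There, w changed sign with only all-zero genes left out (-0.042), at most 10% mitochondrial UMIs (-1.02), doublets kept (-0.0033), double resolution (-0.0033), no centring (-0.057) and the depth block (-0.0072). The roX1 value did so with the fixed minimum (-0.16), the test against nearly empty droplets (-0.28), at most 10% mitochondrial UMIs (-0.26), doublets kept (-0.076), thinned sums (-0.015) and the depth block (-0.35). In Kenyon-like cells the depth block gave 0.023 for w and -0.23 for roX2. In the interaction, DESeq2 size factors gave 0.061 for tau and 0.037 for roX1, only all-zero genes left out gave 0.22 for tau, 0.092 for w and 0.16 for roX1, limma voom gave 0.0080 for roX1, and the depth term gave -0.31 for Yp1.

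With the replicate block, 10 calls were made in all called cells and 55 in Kenyon-like cells. It changed the sign of w in all called (-0.10) and glia-like cells (-0.12), tau (-0.35) and roX1 (-0.064) in glia-like cells, roX1 in Kenyon-like cells (0.016) and the heat shock proteins in glia-like cells (0.21). Of the 10 calls in all called cells, 7 were among the 23 of the main fit. In neuron-like cells the block gave 31 calls, with 23 of the 36 among them. In all called, neuron-like and glia-like cells pairing by number was neither shown nor excluded. A call lost with the block can therefore be neither dismissed nor held against the effect. In Kenyon-like cells pairing was not examined. The 55 calls of that class held all 17 of the main fit, and the cause of the gain was not tested.

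The difference in median genes per cell changed from 56 to -12.8 with the fixed minimum of 1000 UMIs. The astrocyte-like share rose in place of falling with the fixed minimum (0.0363 percentage points) and the test against nearly empty droplets (0.0231). The cortex-like share fell in place of rising with the fixed minimum (-0.000378), the test against nearly empty droplets (-0.365) and doublets kept (-0.302). The median log2 fold change of all genes moved most in all called cells with only all-zero genes left out, from -0.01 to 0.10. The free-RNA alternative removes genes by class, so CG8321 and other genes it left out have no value under it in glia-like cells. Depth limits the glia-like results, since 563 cells gave 3071 testable features against 10221 in neuron-like cells. Free RNA limits them too, with 1829 of the 3071 open to it.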

Other observations

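The tests of sequencing depth, of shares of male and female cells, of linkage to tau, of genetic background, of low depth in knock-in replicate 3, of transposable element RNA for the insertions higher in the knock-in and of free RNA for the genes lower in that library were chosen after the result was seen.

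The real split of the libraries was the only 1 of 10 that gave as many calls in all called cells, in neuron-like cells and in Kenyon-like cells. The other splits gave 0 calls in the first 2 of these classes and at most 1 in Kenyon-like cells. Camera gave as many gene families in 2 of 10 splits, and between 3 and 16 in the others, so it called many families under most groupings of the libraries. In glia-like cells the real split gave 0 calls, which all 10 splits reach, so the comparison says nothing there. Since 10 splits cannot give a share under 0.05, the splits by themselves cannot exclude chance for these counts. They do not test single genes such as mthl8, for which edgeR gave an adjusted p of 0.000483 in neuron-like cells.

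Several technical explanations of the 36 neuron-like calls were argued against by the tables. With deep and shallow libraries as a block, 23 of the calls remained among 29, which argues against sequencing depth as the whole cause. With the genes open to free RNA left out, 27 calls remained among 46. A shift in the mix of neuron types is argued against because 98.96% of the pairs of a called gene and a single neuron-like cluster (954 of 964) had the direction seen over all neuron-like cells. Unequal shares of male and female cells are argued against because roX1, a male-specific RNA, differed by only -0.12 (SE 0.24), far under the changes called. Linkage to the edited gene is argued against as the whole cause, since 26 calls lay outside arm 3R, 10 lay on it against 8.32 by its share of the features, and 0 lay within 1 Mb of tau.

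A genetic background that differs between the knock-in and driver stocks may account for many of these calls. Of the 36 calls, 47.2% were transposable element insertions, against 10.6% of the features tested (two-sided Fisher's exact test p = 2.87e-08, across features, which are not independent replicates). Insertion sites differ between stocks, so such an excess is what a difference of stocks needs. The called insertions were 9 lower and 8 higher in the knock-in. A rise of transposable element RNA in the knock-in cannot lower the 9, so it is not the whole cause. This follows from their direction and is not a separate test. For the 8 such a rise stays open: of all tested insertions 57.4% were higher in the knock-in, against 49.3% of the other features. The median log2 fold change of the insertions was 0.094, and insertions with shared sequence are not independent. The excess of higher insertions was not computed without 1 library. Insertions such as FBti0020120 and FBti0020075 were over 2-fold lower in control replicate 1 alone and over 2-fold higher in knock-in replicate 2 alone. These libraries may therefore supply part of the excess. Some called insertions lie beside called genes. For example, FBti0061548 (arm 3L, 21412 to 21838), chosen after its values were seen, lies next to mthl8 and also had no UMI in the knock-in libraries. Another call lay within 200 kb of 9 of the 36 calls, against a mean of 4.44 in random sets of tested features (one-sided permutation p = 0.0659), so clustering by itself left a stock difference open. The stocks and the P251L change are fully confounded with the groups, and no calls of the comparison can be assigned to the edit.

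Knock-in replicate 3 stood apart from the other 5 libraries in its level of tau, with a log2 difference of -2.19 from the other knock-in libraries. Low sequencing depth is argued against: the library with the fewest UMIs, control replicate 1, held 249.5 tau CPM in neuron-like cells. A shift in the mix of cell types is argued against, since tau was lower in this library than in each of the other 5 in 40 of 41 clusters (median log2 difference -2.22). A wider change of the region around tau is argued against by the 20 genes within 100 kb, whose median log2 difference was 0.047, although single neighbours lay between -1.79 and 1.06. The low level was also present in nearly empty droplets, at 11.3 CPM against 85.1 CPM or more in the other libraries, so it is a property of the whole library.

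A mislabelled sample stays open for knock-in replicate 3. Of 101 genes called without this library, 50.5% placed it nearer the other knock-in libraries (51 against 50, two-sided binomial p = 1). In that fit both knock-in libraries were deep, while control replicate 2 was the only deep control. The list may therefore mix genotype with depth, and knock-in replicate 3 is itself shallow, so this share cannot decide about the label. Each of the other libraries was placed with its own group by 93.3% to 100% of between 6 and 15 genes. Those lists are far shorter, so the shares are not directly comparable. The neuron-like comparison carries the same doubt about a label, with 50.5% as the lowest share of the 6 libraries. A swap between the groups would need a control library placed with the knock-in, and none was. Knock-in replicate 3 also lacked mthl8 entirely, as the other knock-in libraries did. In each of the 36 neuron-like calls it lay on the knock-in side of all controls. It took part in choosing those calls, although 35 of them were also called without it. A sample from outside these groups, a different knock-in line or a real difference of the animals cannot be told apart from a wrong label with these data.

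Other single libraries also stood apart in neuron-like cells. Knock-in replicate 2 was over 2-fold higher than every other library in 44 genes or insertions, and control replicate 1 over 2-fold lower in 24. In knock-in replicate 3, 58 genes were over 2-fold lower than in every other library, tau among them. Of these, 67.2% (39) were open to free RNA, which is consistent with less free RNA from fat body and other tissue in that library as the source of that part. Of the other 19, 7 had less than 0.1 of the level of the lowest other library. A different handling of overlapping genes when reads were counted could lower such genes in 1 library. However, 52.6% of the 19 overlap another annotated gene, against 49.3% of other genes (two-sided Fisher's exact test p = 0.821), and 19 genes are too few to tell.

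Fewer fat body-like cells in the knock-in libraries may reflect less tissue around the brain carried over in dissection. Summed CPM over all called cells of the 6 fat body markers was 2500 ± 2177 in the controls and 349.9 ± 221 in the knock-in libraries (SD, n = 3 each). The lowest control (567) lay close to the highest knock-in library (563), and the control mean was 1321 without control replicate 1. The hemocyte markers, another tissue around the brain, summed to 114 CPM in the knock-in libraries against 136 ± 16.3 CPM in the controls, lower in all 3 knock-in libraries, although the lowest control and the highest knock-in library both lay near 118 CPM. All 6 of these markers were also raised in a cluster named fat body-like, so they are not independent of that class, while the muscle markers (2.28 and 2.00 CPM) were too scarce to weigh. Glia markers summed to 483 ± 76.9 CPM in the controls and 668 ± 286 CPM in the knock-in libraries, with overlapping groups, and to 506 CPM in the latter without knock-in replicate 2. Yp1, the most abundant fat body marker, fell from 1073 ± 1133 to 95.4 ± 94.4 CPM over all called cells, and 1 of the 6 fat body markers, apolpp, also led a cortex-like cluster. The fall of the hemocyte markers is small, so carried-over tissue and a change of the fat body itself cannot be told apart.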
